# Rapid functional genetics of the oligodendrocyte lineage using pluripotent stem cells

**DOI:** 10.1038/s41467-018-06102-7

**Published:** 2018-09-13

**Authors:** Angela M. Lager, Olivia G. Corradin, Jared M. Cregg, Matthew S. Elitt, H. Elizabeth Shick, Benjamin L. L. Clayton, Kevin C. Allan, Hannah E. Olsen, Mayur Madhavan, Paul J. Tesar

## Abstract

Oligodendrocyte dysfunction underlies many neurological disorders, but rapid assessment of mutation-specific effects in these cells has been impractical. To enable functional genetics in oligodendrocytes, here we report a highly efficient method for generating oligodendrocytes and their progenitors from mouse embryonic and induced pluripotent stem cells, independent of mouse strain or mutational status. We demonstrate that this approach, when combined with genome engineering, provides a powerful platform for the expeditious study of genotype–phenotype relationships in oligodendrocytes.

## Abstract (web summary)

The isolation and propagation of oligodendroglial cells from postnatal animals can be impractical for functional genetic studies. This study highlights the potential of a new approach to rapidly generate oligodendrocytes and their progenitors from mouse embryonic and induced pluripotent stem cells, independent of mouse strain or mutational status.

## Introduction

Oligodendrocytes generate myelin, a multilaminar structure that allows saltatory propagation of action potentials in the central nervous system (CNS). The functional importance of oligodendrocytes is underscored by numerous neurological diseases characterized by myelin loss or dysfunction, including multiple sclerosis (MS), neuromyelitis optica, leukodystrophies (e.g., Pelizaeus–Merzbacher disease), and mental health disorders such as schizophrenia^1,2^. A myriad of genes, regulatory elements, and single-nucleotide polymorphisms have been associated with oligodendrocyte dysfunction, but reverse genetics has not kept pace due to the cost and time of generating mutant mice and the lack of technology required to genetically manipulate primary oligodendrocytes^3^.

To facilitate more rapid studies into the molecular mechanisms that underlie oligodendrocyte function and myelin disease, we report a new method for generating pure and highly scalable populations of myelinogenic oligodendrocytes and their progenitor cells (oligodendrocyte progenitor cells (OPCs)) from pluripotent cell sources including mouse embryonic stem cells (mESCs) and induced pluripotent stem cells (iPSCs). Our previous method of generating OPCs from pluripotent mouse epiblast stem cells relied on a starting cell type that is challenging to grow, less accessible, and difficult to genetically manipulate^4^. In contrast, our new method is highly efficient and universally reproducible across pluripotent stem cell lines from any wild-type or mutant genetic background, as well as from lines purposefully edited with CRISPR-Cas9 nuclease or other methods of genome engineering. Given the widespread accessibility of mESCs and iPSCs, this new protocol can be combined with existent methodologies such as CRISPR-Cas9 technology to enable in vitro molecular and cellular phenotyping of OPCs and oligodendrocytes with defined genotypes in <3 weeks.

## Results

### Generation of myelinogenic OPCs from patterned mESCs

We initially selected four previously isolated germline-competent male mESC lines derived from independent mouse strains 129P2/Ola, C57BL/6, PO, and CBA/Ca^5^. Prior to beginning the current studies, ES cell cultures were karyotyped (see Methods) and confirmed to express canonical markers of pluripotency, Oct4 and Nanog (Supplementary Figs. 1a, b and 2a). All four mESC lines were then differentiated to OPCs and oligodendrocytes using stage-specific small molecules and growth factors that mimic signaling events known to specify oligodendrocyte fate during development (see Fig. 1a for overview and Methods for the detailed protocol)^4,6–14^.

**Fig. 1:**
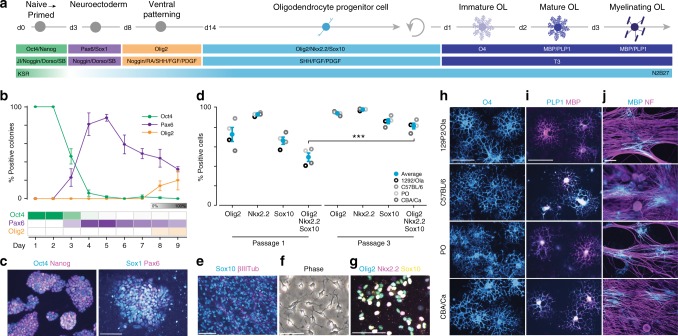
Reproducible generation of OPCs and oligodendrocytes from mESCs. **a** Graphical overview of the differentiation time course for generating OPCs and stage-specific oligodendrocytes from mESCs. **b** Quantification of immunocytochemistry for stage-specific markers demarcating the transition from pluripotency (Oct4) to neuroectoderm (Pax6) to ventral neural tube (Olig2) over 9 days. *n* = 4 independent biological replicates (mESC lines) with >25 colonies scored per cell line. Data are represented as means ± SEM. **c** Representative immunofluorescent images of starting mESCs (Oct4 and Nanog) and day 5 neuroectoderm (Pax6 and Sox1). Scale bar, 50 µm. **d** Quantification of OPC-defining transcription factors Olig2, Nkx2.2, and Sox10 at passages 1 and 3 of the differentiation protocol. *n* = 4 independent mESC lines; >114,500 cells scored per cell line. Data are represented as means ± SEM. ***P value <0.001; unpaired *t* test. **e** Immunofluorescent image of passage 1 cultures stained for Sox10, an OPC marker, and βIII-Tubulin, a marker of neurons. Scale bar, 50 µm. **f** Representative phase contrast image of mESC-derived OPCs exhibiting a canonical bipolar morphology. Scale bar, 50 µm. **g** Immunostained image of passage 3 mESC-derived OPCs co-expressing Olig2, Nkx2.2, and Sox10, canonical OPC transcription factors. Scale bar, 50 µm. **h** Cell surface immunostaining of the immature oligodendrocyte marker O4, after treatment with T3. Scale bar, 50 µm. **i** Representative images of differentiated OPCs immunostained for mature oligodendrocyte markers MBP and PLP1, 72 h post treatment with T3. Scale bar, 50 µm. **j** Representative images of OPC/DRG co-cultures stained for MBP and neurofilament (NF) at day 10. Scale bar, 50 µm. Unless otherwise noted, images presented in Fig. 1 are derived from the CBA/Ca mESC line, and are representative of results obtained with C57BL/6, PO, and 129P2/Ola lines, which are shown separately in Supplementary Fig. 2

First, naive mESCs were transitioned to primed epiblast-like cells by culturing in suspension as spheres in the presence of a small-molecule inhibitor of the Janus kinase (JAK)/signal transducers and activators of transcription pathway^6^. Cells were then specified to the neuroectodermal lineage using small molecules and recombinant proteins to inhibit both Activin/Nodal and bone morphogenetic protein signaling pathways^15^. By day 5 of differentiation, cells robustly downregulated the pluripotency marker Oct4 and upregulated the early neuroectodermal lineage marker Pax6 (Fig. 1b, c and Supplementary Fig. 2b). Subsequent treatment with retinoic acid and sonic hedgehog (SHH) stimulated downregulation of Pax6 and emergence of Olig2 expression, a domain marker of the ventral developing neural tube from which OPCs are first specified in vivo (Fig. 1b–g)^16^.

To facilitate outgrowth, expansion, and maturation of OPCs, day 9 ventralized spheres were seeded on polyornithine and laminin-coated culture plates (termed passage 0). Neuronal axons rapidly extended from the attached spheres followed by migratory and proliferative early OPCs expressing Olig2 and Sox10 (Fig. 1d, e, g and Supplementary Fig. 2c). Passaging of these cultures in the presence of fibroblast growth factor (FGF), platelet-derived growth factor (PDGF), and SHH enabled selective enrichment and continued maturation of OPCs co-expressing Olig2, Sox10, and Nkx2.2. At passage 1, 49 ± 4.32% of cells co-expressed all three of these OPC-defining transcription factors and adopted a bipolar morphology typical of bona fide OPCs (Fig. 1d–f, g and Supplementary Fig. 2d) and nearly all cells expressed at least one of the three markers (Fig. 1d). GFAP+ or βIII-Tubulin+ cells, demarcating astrocytes and neurons, respectively, accounted for <2% of the total number of cells at passage 1 (GFAP+, 0.74 ± 0.30%; βIII-Tubulin+, 0.54 ± 0.38%; Supplementary Fig. 2e, f), suggesting that nearly all cells were early-stage OPCs. Within two additional passages, cultures matured to a near-homogeneous population in which 81 ± 2.92% of cells co-expressed Nkx2.2, Sox10, and Olig2 and 93 ± 0.72% of cells expressed two of the three defining OPC markers across all four independent mESC lines without sorting or selection (Fig. 1d). These mESC-derived OPCs could be expanded for an additional 5–7 passages enabling rapid generation of billions of pure OPCs.

To confirm that mESC-derived OPCs could differentiate into terminally mature oligodendrocytes, the cells were treated with thyroid hormone (T3), a known stimulator of oligodendrocyte differentiation, in the absence of PDGF and FGF (Fig. 1a)^14,17^. Within 24–48 h, OPCs exhibited a multi-processed branched morphology and expressed the early oligodendrocyte cell surface antigen O4 (Fig. 1h and Supplementary Fig. 2g). By 72 h, cells took on a highly ramified morphology characteristic of mature oligodendrocytes (Fig. 1i) and expressed mature myelin proteins myelin basic protein (MBP) and proteolipid protein 1 (PLP1) (Fig. 1i and Supplementary Fig. 2g). To assess the capacity of mESC-derived OPCs to associate with and wrap axons (in vitro “myelination”), cells were co-cultured with dissociated dorsal root ganglion (DRG) sensory neurons for 10 days^18^. OPCs gave rise to MBP+ oligodendrocytes with segmented tracts of MBP in close apposition with neurofilament-positive (NF+) DRG axons, indicative of axonal ensheathment and myelinating capability (Fig. 1j). Additionally, enhanced green fluorescent protein (eGFP)-labeled mESC-derived OPCs were injected into the developing brains of 2-day-old athymic nude mice. At 6 weeks post injection, cells exhibited eGFP+ segmented tracts co-localized to NF+ axons (Supplementary Fig. 3a, b). Taken together, these findings show that mESC-derived OPCs give rise to myelinogenic oligodendrocytes in vitro and in vivo.

### Cellular profiling of mutant alleles

The ability to reproducibly generate OPCs and oligodendrocytes from any mouse wild-type or mutant genetic background allows for the interrogation of cellular and molecular defects underlying spontaneous or engineered mutations within those cells. To validate the power of this approach, we generated iPSC lines from *shiverer* mice, which harbor a large homozygous deletion in the *MBP* gene that results in CNS hypomyelination (Fig. 2a)^19^. Additionally, we used CRISPR-Cas9 in wild-type mESCs (strain C57BL/6) to target myelin regulatory factor (*MYRF*), a transcription factor required for oligodendrocyte differentiation^20^, to generate *MYRF* knockout (KO) mESCs (Fig. 2b). We then differentiated *shiverer* and *MYRF* KO pluripotent stem cell lines to OPCs and observed no difference in differentiation efficiencies compared to the wild-type mESC and iPSC control lines (Fig. 2c, d).

**Fig. 2:**
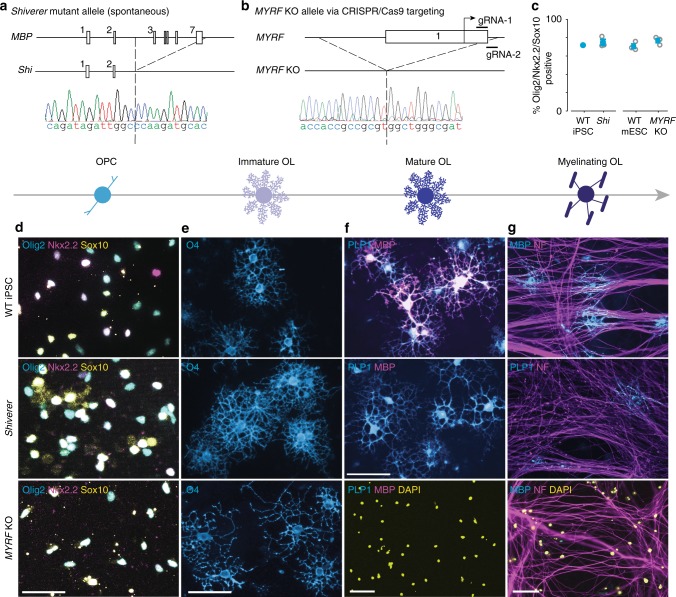
Cellular profiling of spontaneous and purposely generated mutant oligodendrocyte alleles. **a** Diagram indicating that *shiverer* mice harbor a ~20-kilobase (kb) homozygous deletion encompassing exons 2–7 of the MBP gene. A Sanger sequencing trace shows the breakpoint of the *shiverer* deletion. **b** Diagram indicating the location of the two gRNAs designed to target *MYRF*. A Sanger sequencing trace shows the location of the homozygous deletion of exon 1. **c** Quantification of transcription factors Olig2, Nkx2.2, and Sox10 at passage 3 of the differentiation protocol. *n* = 3 *shiverer* cell lines; *n* = 3 replicate wells per cell line; >179,500 cells scored per well. *n* = 3 *MYRF* KO and wild-type (WT) mESC replicate wells per cell line; >700 cells scored per well. Data are represented as means ± SEM. **d** Fluorescent images of WT iPSC, *shiverer*, and *MYRF* KO OPCs expressing canonical OPC markers Olig2, Nkx2.2, and Sox10. Scale bar, 50 µm. **e** Cell surface immunostaining of the immature oligodendrocyte marker O4, after treatment with T3, of WT iPSC, *shiverer*, and *MYRF* KO OPCs. Scale bar, 50 µm. **f** Representative images of differentiated OPCs immunostained for mature oligodendrocyte markers MBP and PLP1, 72 h post treatment with T3 of WT iPSC, *shiverer*, and *MYRF* KO OPCs. Scale bar, 50 µm. **g** Representative images of OPC/DRG co-cultures stained for MBP and neurofilament (NF) at day 10 from WT iPSC, *shiverer*, and *MYRF* KO OPCs stained for PLP1 or MBP after being co-cultured for 10 days with NF+ embryonic rat DRGs. Scale bar, 50 µm

To interrogate more mature cellular phenotypes, wild-type, *shiverer*, and *MYRF* KO OPCs were induced to differentiate into oligodendrocytes either in isolation or in co-culture with DRG neurons. Predictably, wild-type mESC-derived and iPSC-derived OPCs differentiated over 72 h through an O4+ immature oligodendrocyte state (Fig. 2e) into mature PLP1+/MBP+ oligodendrocytes (Fig. 2f), which ensheathed DRG axons (Fig. 2g), indicative of myelination competency. In contrast, *shiverer* and *MYRF* KO cells exhibited stage-specific in vitro cellular phenotypes consistent with their previously defined in vivo pathology^20–22^. *Shiverer* OPCs readily gave rise to morphologically mature PLP1+ oligodendrocytes that failed to express MBP and thus had limited capacity to ensheath DRG axons (Fig. 2f, g). *MYRF* KO OPCs arrested at the immature O4+ stage with no cells expressing mature oligodendrocyte markers or ensheathing DRG axons (Fig. 2e–g). Collectively, these data validate that our method can easily be used to rapidly phenotype oligodendrocyte cellular dysfunction across various genetic backgrounds.

### Molecular profiling of mutant alleles

To establish a temporal scorecard of gene expression from wild-type cells (*n* = 4 independent mESC lines), we performed time of maximum (TOM) analysis of RNA-sequencing (RNA-seq) data to identify genes with stage-specific expression over 72 h of differentiation from OPCs to oligodendrocytes (Fig. 3a and see Supplementary Data 1 for full gene lists). These TOM gene sets showed strong overlap with previous RNA-seq data generated from in vivo isolated cells, suggesting that they define physiologically relevant cellular transitions (Supplementary Fig. 4)^23^. 

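RNA from 18 cultures was sequenced after depletion of ribosomal RNA. Of these libraries, 16 were WT, with 1 library for each of the 4 mESC lines (129, C57BL/6, PO and CBA/Ca) at each time point. These were 0, 24, 48 and 72 h after addition of thyroid hormone (T3) at 40 ng/ml, which stimulates OPCs to differentiate. The paper gave T3 in a medium without PDGF and FGF. Changes over the time course therefore cannot be credited to T3 alone. The 0 h libraries were OPCs that had received no T3, and the 4 lines served as the replicates of each time point. The other 2 libraries were *shiverer* cells, derived from iPSCs, and *MYRF* KO cells, derived from C57BL/6 mESCs, both 72 h post T3 induction. With 1 library each, these mutants had no replicates, so no test of mutant against WT was run and the spread of the 4 WT lines was used as the reference. Each mutant was also set against random lists of genes, which do not replace replicate cultures. The authors deposited the FPKM of 23699 gene entries in each library, a unit already scaled to library size and transcript length. The paper's text does not name the aligner, the software that estimated FPKM or the gene annotation. FPKM values summed to between 183818 and 240131 per library. The 10 most abundant genes held between 20.0% of that sum, in the 129 library at 0 h, and 31.1%, in the *MYRF* KO library. The number of reads per library is not contained in FPKM values. Relative depth was therefore estimated from the spacing of the FPKM values under 0.3, where the same small fragment numbers recur in every library. It ran from 1 in the PO library at 24 h to 1.88 in the C57BL/6 library at 48 h, and was 1.51 in *shiverer* and 1.23 in *MYRF* KO. The Kruskal–Wallis test, run on each gene across the 16 WT libraries, assigned a TOM to 2040 genes with an unadjusted P under 0.05 and a mean FPKM of at least 5 at their TOM. The TOM was 0 h for 1257 of these genes, 24 h for 108, 48 h for 304 and 72 h for 371. No gene stayed under 0.05 after Benjamini–Hochberg adjustment, against the 2040 without it. With the chi-square approximation used here, the smallest P for 4 lines at 4 time points is 0.00275. Genes then pass the adjustment over 7349 genes only when at least 405 of them pass together. At this smallest P were 3 genes, and the smallest adjusted P was 0.151. This limit of the approximation bears on the count of 0. P values from a permutation null of the ranks can be smaller, and they were not adjusted. Rescaling each library to an equal upper quartile of expressed genes changed the division between stages most, to 610 genes with a TOM of 0 h and 622 with a TOM of 72 h.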

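The change over the WT time course was also estimated with limma on log2(FPKM + 1) for the 11293 genes with a mean FPKM of at least 1 at some time point. With a Benjamini–Hochberg adjusted P under 0.05, 1343 genes changed over the time course. Between 0 and 72 h, 655 genes rose and 1888 fell. The median change of all tested genes over the same interval was -0.17, and it was -0.04 after the upper quartiles were made equal. On that scale, 906 genes rose and 744 fell, and rising genes made up 54.9% of the changed genes in place of 25.8%. When the pairing of the libraries by line entered the fit as a block, 2643 genes changed over the time course, with 1022 higher and 2722 lower at 72 h. Fold changes on this scale understate those of genes with low FPKM. *Mbp* rose by a log2 fold change of 7.19 (standard error 1.17, adjusted P = 0.000967), from 2.15 ± 2.37 to 437 ± 299 FPKM (SD, n = 4 lines). *Enpp6*, on chromosome 8, rose by 5.18 (standard error 0.403, adjusted P = 5.12e-06). *Rasgef1b* and *Cldn11* rose by 4.55 and 4.52. The largest decreases were those of 3 small nucleolar RNA genes, *Snora24* (-5.46), *Snora69* (-5.25) and *Snora31* (-4.70). These short RNAs are listed at or near 0 in some libraries, and the adjusted P of *Snora31* was 0.0542 after equal upper quartiles. *Tnc* fell from 39.6 ± 14.9 to 4.64 ± 1.66 FPKM, a log2 fold change of -2.83 (standard error 0.274). *Etv4* fell from 10.9 ± 7.21 to 0.579 ± 0.282 FPKM, a log2 fold change of -2.70. A change in the same direction in 4 of 4 lines was a condition for listing these rises and falls.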

We used stage-specific TOM genes to define molecular correlates of cellular dysfunction observed in *shiverer* and *MYRF* KO cells. 

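For each signature gene, the change at 72 h was taken as log2(FPKM + 1) minus the mean of the 4 WT libraries at 0 h, and the median over the genes of a signature was reported. The oligodendrocyte-signature holds 345 genes. The copy of Supplementary Data 1 used here lists 1245 genes with a TOM at the OPC stage, where the paper gives 1246, so OPC-signature values are descriptions of this copy. In WT cells, the median of the oligodendrocyte-signature genes was 0.85 in 129, 0.86 in C57BL/6, 0.92 in PO and 0.96 in CBA/Ca. In *shiverer* it was 0.60, and 313 of the 345 genes were above the WT mean at 0 h. Equal upper quartiles moved this value most, to 0.80, and without the C57BL/6 line in the 0 h mean it was 0.69. The median lay above those of 10000 random lists of 345 genes with similar expression, which reached at most -0.17. The signature genes were selected on the WT libraries that supply the 0 h mean, and the random lists were not. Part of this excess can therefore follow from the selection. The median of the OPC-signature genes at 72 h was -0.53 in *shiverer*, where 1206 of the 1245 genes were lower than in WT OPCs. The corresponding WT values were -0.43 in 129, -0.50 in C57BL/6, -0.53 in PO and -0.47 in CBA/Ca. Because the median of all genes was itself -0.24 in *shiverer*, the signature medians relative to all genes were 0.84 for the oligodendrocyte-signature and -0.29 for the OPC-signature. Of the 345 oligodendrocyte-signature genes, 12 were below all 4 WT lines and at least 1 lower on the log2 scale than the WT mean. A single library lies below all 4 lines by chance in 20% of genes. The same count for each WT line held out against the other 3 was 7 in 129, 4 in C57BL/6, 5 in PO and 1 in CBA/Ca. *Mbp* encodes myelin basic protein and is listed on chromosome 18 from 82644514 to 82755029, in a genome build that the deposited values do not name. It had 8.02 FPKM in *shiverer* at 72 h, against a WT range of 206.7 to 875 FPKM. This was 1.84% of the WT mean. Fig. 2a places the *shiverer* deletion at exons 2 to 7 of *Mbp*, and the sample labels place it at exons 3 to 7. FPKM values per gene do not separate the exons.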

RNA-seq profiling of *shiverer* OPCs after 72 h of differentiation showed downregulation of OPC-signature genes and upregulation of oligodendrocyte-signature genes (Fig. 3b–d), with a few exceptions—notably, full-length expression of MBP was not observed, confirming that the *shiverer* mutation precludes proper MBP transcription. In addition, key myelination genes such as *MAG* and *MOG* were downregulated in *shiverer* oligodendrocytes relative to the differentiated control lines, consistent with the late-stage myelination defect identified in our cellular assays (Fig. 3d). 

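*Mog*, on chromosome 17, had 5.83 FPKM in *shiverer* at 72 h. The WT lines had 18.3 ± 11.1 FPKM (SD, n = 4), and all 4 were above *shiverer*. The log2 difference from the WT mean was -1.32, larger than the SD of the 4 WT lines on the same scale (0.81). *Mag*, on chromosome 7, had 8.78 FPKM in *shiverer*. Its WT values were 14.4 FPKM in 129, 4.62 in C57BL/6, 4.47 in PO and 68.2 in CBA/Ca, so that *shiverer* was below 2 of the 4 lines and above the other 2. The log2 difference of *Mag* was -0.46 against an SD of 1.72 between WT lines, and it was 0.33 without CBA/Ca. This difference was smaller than the spread between lines. *Myrf*, which the deposited values list under the symbol *Gm98*, had 4.46 FPKM in *shiverer* and 6.93 ± 1.78 FPKM (SD, n = 4) in WT. Of the 30 genes labelled in Fig. 3d, 25 were below all 4 WT lines in *shiverer*, and 14 were at least 1 lower than the WT mean on the log2 scale. None of the 30 was above all 4 lines. The paper picked these 30 genes as the most dysregulated in this same library, so low values follow from the selection. In the copy of Supplementary Data 1 used here, 28 of these genes have a TOM of 72 h.

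**Figure D1:**
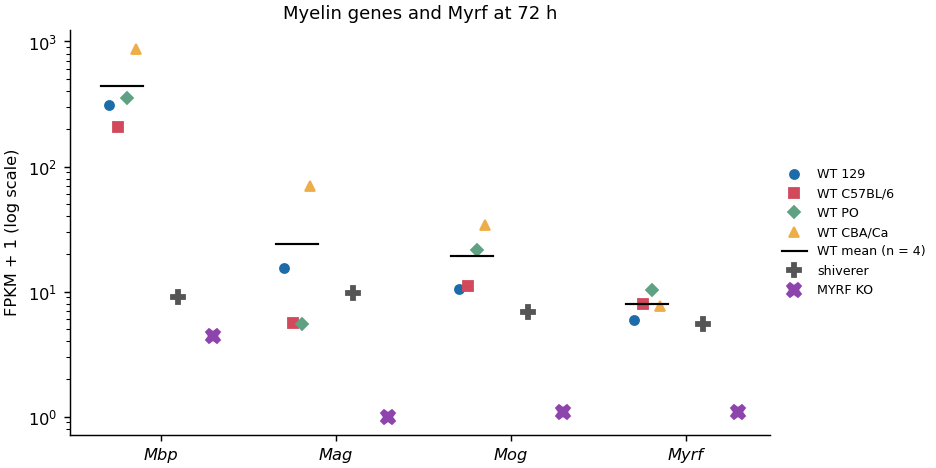
FPKM + 1 of *Mbp*, *Mag*, *Mog* and *Myrf* at 72 h, on a log axis, for each of the 4 WT lines, their mean (line), *shiverer* and *MYRF* KO. *Mag* in *shiverer* (8.78 FPKM) lies inside the WT range of 4.47 to 68.2 FPKM.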

RNA-seq profiling of 72 h differentiated *MYRF* KO OPCs showed clear downregulation of the OPC-signature genes and a complete failure to upregulate mature oligodendrocyte-signature genes (Fig. 3b, c–e), with notable absence of *MBP*, *MAG*, *MOG*, *PLP1*, and, as expected, *MYRF* expression (Fig. 3e). This global molecular phenotype indicates that *MYRF* KO OPCs arrest at an early stage of differentiation that is consistent with their failure to progress beyond the immature O4+ oligodendrocyte stage in our cellular assays. 

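*Myrf* itself was listed at 0.080 FPKM in the *MYRF* KO library, 1.15% of the WT mean at 72 h. In WT OPCs at 0 h its mean was 0.309 FPKM. The median change of the oligodendrocyte-signature genes was -0.27 in *MYRF* KO, with 114 of 345 genes higher and 230 lower than in WT OPCs. Set against the C57BL/6 library at 0 h alone, the strain in which the *MYRF* KO was made, it was -0.38. The sign depended on the scaling of this library, since the median of all its genes was -0.35. Relative to all genes, the oligodendrocyte-signature median was 0.08, and after equal upper quartiles it was 0.10. Random lists of similar expression had a median of -0.38 and reached at most -0.28 in this library. They lack the selection on the WT libraries that also supply the 0 h mean. The small excess of the signature over them can follow from that selection, so no conclusion is drawn from it. The median of the OPC-signature genes was -0.50 in *MYRF* KO, -0.16 relative to all genes and -0.10 after equal upper quartiles. As in *shiverer*, 1206 of the 1245 genes were lower than in WT OPCs. Among the oligodendrocyte-signature genes, 205 were below all 4 WT lines at 72 h and at least 1 lower on the log2 scale. *Mag* was listed at 0 FPKM and *Mog* at 0.081 FPKM. *Mbp* had 3.44 FPKM, 0.789% of its WT mean. All 30 genes labelled in Fig. 3e were below all 4 WT lines and at least 1 lower on the log2 scale. The paper picked them as the most dysregulated in this same library, so this follows from the selection.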

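The position of each library along the WT time course was measured by Spearman correlation, across the 2040 TOM genes, with the mean of each WT time point. Each gene was centred on its mean over the 16 WT libraries, and genes are not independent replicates. The correlation of *MYRF* KO was highest with 24 h (0.41), followed by 0 h (0.17), 48 h (-0.06) and 72 h (-0.38). Its correlation with 72 h minus that with 0 h was -0.55. Each WT library was placed the same way against the means of the other 3 lines. These differences ran from -1.55 to -1.22 at 0 h, from -0.98 to -0.47 at 24 h, from 0.43 to 1.29 at 48 h and from 1.41 to 1.56 at 72 h. The value of *MYRF* KO lay inside the WT range at 24 h, where PO had -0.47 and the other 3 lines were at or below -0.91. *Shiverer* correlated most with 72 h (0.60), and its difference of 1.06 lay below the WT range at 72 h and inside that at 48 h. Of the 16 WT libraries, 15 were closest to their own time point, and the CBA/Ca library at 48 h was closest to 72 h (0.57 against 0.56). The TOM genes were chosen on the same WT libraries, which favours this result. From the fall of the OPC-signature and the missing rise of the oligodendrocyte-signature, the paper concludes that *MYRF* KO OPCs arrest early in differentiation, and it relates this to the O4+ stage seen in its cellular assays.

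**Figure D2:**
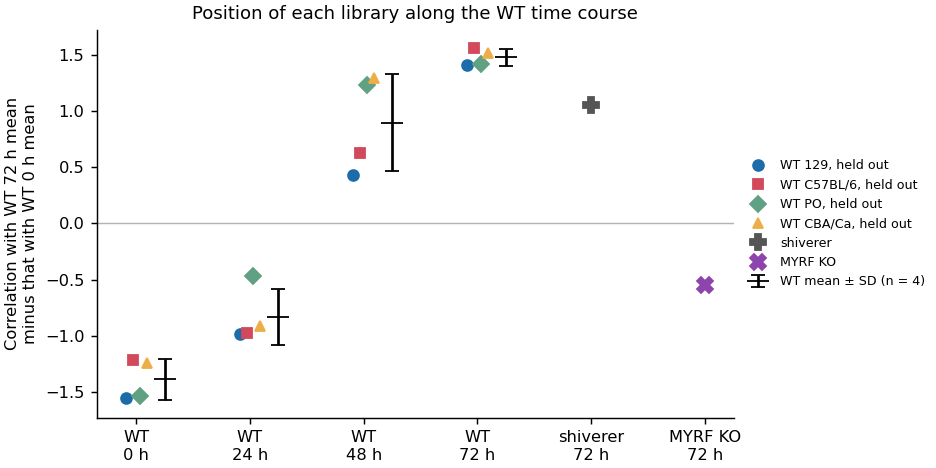
Correlation with the WT mean at 72 h minus that with the WT mean at 0 h, across the TOM genes, for each WT library against the other 3 lines and for both mutants at 72 h. Bars show the mean and SD of the 4 WT lines. *MYRF* KO (-0.55) lies near the 24 h libraries and *shiverer* (1.06) among the later ones.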

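In the WT lines, the median change of the oligodendrocyte-signature genes from 0 h was 0.097 ± 0.028 at 24 h, 0.59 ± 0.25 at 48 h and 0.90 ± 0.052 at 72 h (SD, n = 4 lines). The spread at 48 h lay between 129 (0.38) and C57BL/6 (0.37) on the one side and PO (0.75) and CBA/Ca (0.87) on the other. At 72 h, between 96.8% and 99.1% of these genes were above the 0 h mean in each line. The median of the OPC-signature genes fell to -0.24 ± 0.015 at 24 h, -0.30 ± 0.030 at 48 h and -0.48 ± 0.044 at 72 h (SD, n = 4). At 72 h, between 0.161% and 1.12% of the OPC-signature genes were above the 0 h mean. Both signatures were selected on these WT libraries, so their direction in WT follows from the selection.

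**Figure D3:**
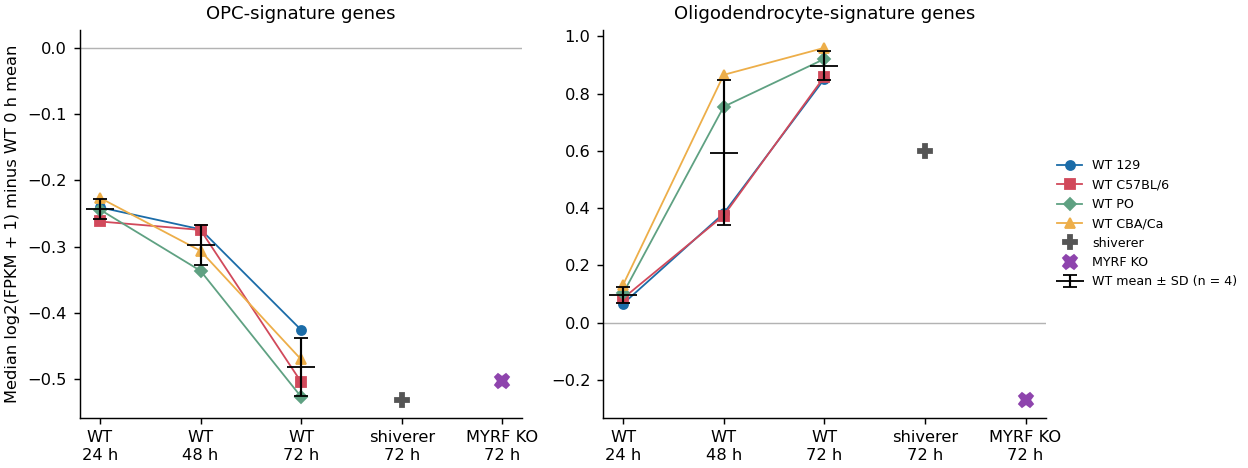
Median log2(FPKM + 1) minus the WT mean at 0 h over the OPC-signature genes (left) and the oligodendrocyte-signature genes (right), for each WT line at 24, 48 and 72 h and for both mutants at 72 h. Bars show the mean and SD of the 4 WT lines. In the right panel *shiverer* is at 0.60 and *MYRF* KO at -0.27, a value that is 0.10 after equal upper quartiles.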

Taken together, these results define OPC-specific and oligodendrocyte-specific expression signatures and underscore their utility in in vitro stage-specific molecular profiling of mutant alleles.

**Fig. 3:**
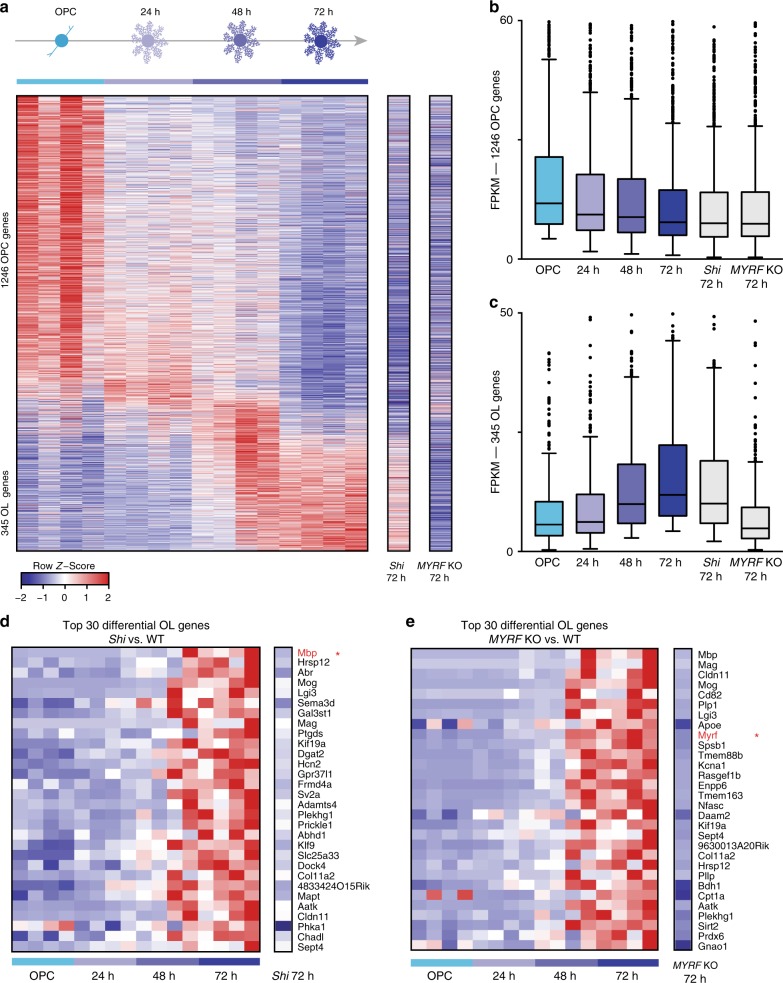
Molecular profiling of spontaneous and purposely generated mutant oligodendrocyte alleles. **a** Row normalized heatmap with genes (rows) sorted by time of maximum (TOM). The four independent WT mESC lines for each time point are shown compared to gene expression of *shiverer* and *MYRF* KO OPCs 72 h post T3 induction. **b** Boxplot of OPC-signature genes prior to T3 induction and after differentiation with T3 for 24, 48, and 72 h. **c** Boxplot of oligodendrocyte-signature genes prior to T3 induction and after differentiation with T3 for 24, 48, and 72 h. **d** Row normalized heatmap of the top 30 dysregulated oligodendrocyte-signature genes for *shiverer* 72 h post T3 induction. Gene expression for the four WT mESC strains for each time point are shown compared to gene expression of *shiverer* OPCs 72 h post T3 induction. Note the lack of MBP expression (red star). **e** Row normalized heatmap of the top 30 dysregulated oligodendrocyte-signature genes for *MYRF* KO OPCS at 72 h post T3 induction. Gene expression for the four WT mESC strains for each time point are shown compared to gene expression of *MYRF* KO OPCs 72 h post T3 induction. Note the lack of MYRF expression (red star)

## Discussion

In summary, we provide a transformative platform for rapidly generating highly scalable populations of OPCs and oligodendrocytes. Until now, isolation of genotype-specific oligodendrocytes has been confined to pre-existing mouse strains. In contrast, our 3-week differentiation protocol harnesses the amenability of pluripotent stem cells to genetic modification and can be combined with existing technologies such as CRISPR-Cas9 to gain novel insight into developmental biology underlying normal and disease states in the oligodendrocyte lineage. Our method is also amenable to leverage the power of newer functional genetic tools, such as the dTag protein degrader system^24^, to provide previously unprecedented temporal and selective control of any protein during oligodendrocyte development. As novel factors (genes, genetic variants, microRNAs, long noncoding RNAs, and epigenetic signatures) that regulate glial biology and disease continue to be identified, our method can be utilized for first tier proof-of-principle studies in lieu of more expensive and time-consuming approaches (e.g., generation and maintenance of mutant mouse colonies). Moreover, the ability to generate large populations of pure OPCs from normal and disease states provides the scalability necessary for biochemical, epigenetic, and proteomic analyses, and for large-scale genetic and/or chemical screens.

## Methods

### Animal welfare

All animal experiments were performed in accordance with protocols approved by the Case Western Reserve University Institutional Animal Care and Use Committee.

### Isolation of fibroblasts

Mouse embryonic fibroblasts (MEFs) were isolated at embryonic day 13.5 (E13.5) from embryos generated through timed natural matings between *shiverer* homozygous mice (C3Fe.SWV-*Mbp*^*shi*^/J; Jackson Laboratory). Cells were expanded for one passage and cryopreserved for future use. Wild-type tail tip fibroblasts (TTFs) were generated from postnatal day 9 mice (B6CBACa-*A*^*w-J*^; Jackson Laboratory). Tail tips of approximately 2 mm in length were bisected with a sterile scalpel and cultured on a Nunclon-Δ wells under glass coverslips for outgrowth. MEFs and TTFs were isolated and expanded in fibroblast medium, which consisted of DMEM supplemented with 10% fetal bovine serum (FBS; Thermo Fisher), 2 mM glutamax (Thermo Fisher), 1× nonessential amino acids (Thermo Fisher), and 0.1 mM 2-mercaptoethanol (Sigma).

### Production of lentivirus

Lentivirus was generated for pLVX-Tet-On-Puro Advanced, pHAGE2-TetOminiCMV-STEMCCA-W-loxp (kindly gifted from Gustavo Mostoslavsky), and pLV-eGFP plasmids according to the manufacturer’s protocol using the Lenti-X HT Packaging Mix and Lenti-Phos or Cal-Phos Mammalian Transfection Kit or Lenti-X Packaging Single Shots (all from Clontech). The 293T cells (5.0 × 10^4^ cells/cm^2^) (Clontech) were cultured on rat tail collagen I-coated plasticware (BD Biosciences) and transfected 16 h later in Dulbecco's modified Eagle's medium (DMEM) supplemented with 5% FBS, 2 mM glutamax, 1× nonessential amino acids, and 0.1 mM 2-mercaptoethanol (for iPSC generation) or neural medium supplemented with 20 ng/ml FGF2 and 20 ng/ml PDGF-AA (for eGFP+ OPCs). Individual supernatants containing virus were harvested and filtered with a 0.45 µm polyvinylidene difluoride (PVDF) membrane (Millipore) 24 and 48 h later.

### Generation of mouse iPSCs

MEFs or TTFs were seeded at 1.3 × 10^4^ cells/cm^2^ on Nunclon-Δ plates, allowed to attach overnight, and infected with 50/50 (vol/vol) of pLVX-Tet-On-Puro Advanced and pHAGE2-TetOminiCMV-STEMCCA-W-loxp lentivirus supplemented with polybrene (8 µg/ml)^25^. Cells were incubated in lentivirus for 3 h followed by replacing the medium with fibroblast medium supplemented with 2 µg/ml doxycycline (Clontech). Cells were cultured in fibroblast medium supplemented with doxycycline for 3 days after which cells were lifted with 0.25% Trypsin-EDTA (Thermo Fisher) and either frozen or seeded at 3–6 × 10^4^ cells/cm^2^ on Nunclon-Δ plates pre-plated with 4.5 × 10^5^ cells/cm^2^ irradiated MEF (iMEF) feeder layer and cultured in doxycycline-containing mESC medium, which consisted of KO DMEM (Thermo Fisher) supplemented with 5% ES cell-qualified FBS (Thermo Fisher), 15% KO replacement serum (KSR; Thermo Fisher), 2 mM glutamax, 1× nonessential amino acids, 0.1 mM 2-mercaptoethanol, and 10^3^  U/ml leukemia inhibitory factor (LIF; Millipore). Media were changed every other day until colonies started to emerge. Colonies were picked individually, dissociated in 0.25% Trypsin-EDTA (Thermo Fisher), and plated in individual Nunclon-Δ 1.9 cm^2^ wells pre-plated with an iMEF feeder layer and cultured in mESC medium. On the day of picking, the colonies were considered passage 0. Media were changed every day. iPSC lines were expanded to passage 6 before being used for differentiation experiments.

### Generation of *MYRF* KO cells

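*Myrf* lies on the minus strand of chromosome 19 from 10208272 to 10240748 (GRCm38, GENCODE vM21), and the transcript compared here has 27 exons. Exon 1 spans 190 bases from 10240559 to 10240748, of which 46 are coding (10240559 to 10240604). The guide *MYRF* sgRNA-Cas9_1, GCGCTGCAGCGCTTCTTCGA, matches the transcript over all 20 bases from 10240561 to 10240580, inside the coding part of exon 1. Its full match occurs in the transcripts of 1 gene in this annotation. For *MYRF* sgRNA-Cas9_2, TTCGAAGGTGAGAGACCGCG, the first 7 bases match the last 7 bases of exon 1, from 10240559 to 10240565. Its other 13 bases would lie beyond exon 1, where no genome sequence was compared. The last 5 bases of guide 1 are the first 5 of guide 2. The 3 bases that follow them in guide 2 are AGG, which have the form of the NGG motif that Cas9 requires next to its target. The starts of both guides lie 15 bases apart.

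**Figure D4:**
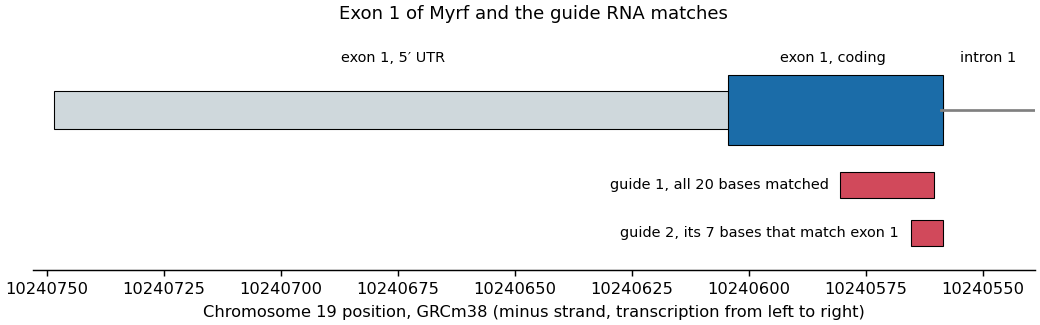
Exon 1 of *Myrf* with its 5′ untranslated and coding parts, and the bases of both guides that match it, by position on chromosome 19 of GRCm38. Guide 1 lies fully inside the coding part (10240561 to 10240580), and the first 7 bases of guide 2 reach the end of the exon.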

Two single guide RNAs (sgRNAs) were designed for *MYRF* according to Ran et al.^26^ (crispr.mit.edu) and synthesized by Sigma into their pCMV-Cas9-GFP plasmid to contain sgRNA under the U6 promoter and upstream of Cas9-2A-GFP (GCGCTGCAGCGCTTCTTCGA, *MYRF* sgRNA-Cas9_1 and TTCGAAGGTGAGAGACCGCG, *MYRF* sgRNA-Cas9_2). mESCs were seeded at 3.1 × 10^4^ cells/cm^2^ on an iMEF feeder layer in mESC medium supplemented with 10^3^ U/ml LIF. The medium was changed every day for 3 days. On day 3, cells were dissociated with 0.25% Trypsin-EDTA and 5.6 × 10^6^ mESCs were electroporated with 7 µg of sgRNA-Cas9_1, 7 µg of sgRNA-Cas9_2, and 7 µg of EF1α-cre-IRES-puro using the Amaxa Nucleofector II, nucleofector program A-023. Cells were seeded at 2 × 10^5^ cells/cm^2^ on drug-resistant iMEF (GlobalStem)-coated Nunclon-Δ plates in mESC medium supplemented with 10^3^ U/ml LIF. Twenty-four hours after electroporation, the medium was changed and cultures were fed with mESC medium supplemented with 2 µg/ml puromycin (Thermo Fisher) for 2 days followed by daily medium changes with mESC medium for 6 days. Cells were dissociated and seeded at 5.2 × 10^2^ cells/cm^2^ on iMEF-coated Nunclon-Δ plates in mESC medium supplemented with 10^3^ U/ml LIF. The medium was changed daily with mESC medium for 5 days. Twenty colonies were picked and expanded in mESC medium. PCR was performed on each colony and 12 colonies were selected for Sanger sequencing based on their gel band shift from wild-type control. Sanger sequencing revealed indels in 11 of the 12 sequenced colonies. The colony with the largest homozygous deletion surrounding the start site of exon 1 of *MYRF* (see Fig. 2b) was selected for future studies.

### OPC generation from mouse pluripotent stem cells

All cells were cultured at 37 °C and 5% CO_2_, unless otherwise noted. All cells tested free of mycoplasma. Individual germline-competent, determined by blastocyst injection, male mESC lines (kindly provided by Richard Gardner and Frances Brook, Oxford, UK) were isolated previously from timed natural matings of mice of strains 129P2/Ola (line ID = ESF58/2), C57/BL6 (line ID = ESF75), CBA/Ca (line ID = ESF122), and closed bred PO (line ID = ESF112)^5^. For OPC generation, mESCs and iPSCs were seeded at 3.4 × 10^4^ cells/cm^2^ and maintained on an iMEF feeder layer in mESC medium, supplemented with 10^3^ U/ml LIF 3 days prior to differentiation. On day 0 of the differentiation protocol, mESC or iPSC colonies were passaged free of the iMEF feeder layer by treatment with 1.5 mg/ml collagenase type IV (Thermo Fisher) followed by dissociation to single cells with 0.25% Trypsin-EDTA (Thermo Fisher). iMEF-free mESCs and iPSCs were seeded at 7.8 × 10^4^ cells/cm^2^ on low attachment plates (Sigma) in KSR medium, which consisted of KO DMEM (Thermo Fisher) supplemented with 20% KSR, 2 mM glutamax, 1× nonessential amino acids, 0.1 mM 2-mercaptoethanol. On day 1, the medium was changed and cultures were fed with KSR medium supplemented with 0.2 µM JAK inhibitor I (Calbiochem). On day 2, the medium was changed and cultures were fed with 50/50 (vol/vol) KSR medium and neural medium, which consisted of DMEM/F12 (Thermo Fisher) supplemented with 1× N2 (R&D Systems), 1× B-27 without vitamin A (Thermo Fisher), and 2 mM glutamax and supplemented with 0.2 µM JAK inhibitor. On day 3, the medium was changed and cultures were fed with 50/50 (vol/vol) KSR medium and neural medium supplemented with 0.2 µM JAK inhibitor, 100 ng/ml noggin (R&D Systems), 20 µM SB431542 (Sigma), and 2 µM dorsomorphin (EMD). On days 4 and 5, the medium was changed and cultures were fed with 50/50 (vol/vol) KSR medium and neural medium supplemented with 100 ng/ml noggin, 20 µM SB431542, and 2 µM dorsomorphin. On day 6, the medium was changed and cultures were fed with 50/50 (vol/vol) KSR medium and neural medium supplemented with 100 ng/ml noggin. On days 7 and 8, the medium was changed and cultures were fed with 25/75 (vol/vol) KSR medium and neural medium supplemented with 100 ng/ml noggin, 10 µM all-*trans* retinoic acid (Sigma), and 200 ng/ml SHH (R&D Systems). On day 9, cells were collected and split 1:2 on Nunclon-Δ wells coated with poly(l-ornithine) (Sigma) followed by laminin (Sigma) and cultured in neural medium supplemented with 100 ng/ml noggin, 200 ng/ml SHH, 20 ng/ml FGF2 (R&D Systems), and 20 ng/ml PDGF-AA (R&D Systems). At this point, the cells were considered “passage 0.” On day 10, the medium was changed and cultures were fed with neural medium supplemented with 200 ng/ml SHH, 20 ng/ml FGF2, and 20 ng/ml PDGF-AA. The medium was changed every other day with “day 10” medium. Cells were passaged at 80–90% confluence and seeded at 2.5 × 10^4^ cells/cm^2^. Cultures of mESC-derived or iPSC-derived OPCs were maintained and expanded on Nunclon-Δ wells coated with poly(l-ornithine) followed by laminin in neural medium supplemented with 200 ng/ml SHH, 20 ng/ml FGF2, and 20 ng/ml PDGF-AA. To facilitate enrichment and maturation of the OPC population, mESC-derived or iPSC-derived OPCs were cultured for one passage without FGF2 in neural medium supplemented with 200 ng/ml SHH, 20 ng/ml PDGF-AA, 100 ng/ml noggin, 100 ng/ml insulin-like growth factor 1 (IGF-1) (R&D Systems), 10 µM cyclic AMP (Sigma), and 10 ng/ml NT3 (R&D Systems). OPCs were readily cryopreserved and recovered by freezing in DMEM supplemented with 10% FBS and 10% dimethyl sulfoxide (Sigma).

### Quantification of neural induction

Cell culture suspensions were plated onto Nunclon-Δ wells coated with poly(l-ornithine) and laminin. Plated spheres were cultured in appropriate patterning medium conditions for 8 h followed by fixation with 4% paraformaldehyde (PFA). Cells were stained with antibodies against Oct4, Pax6, and Olig2 (see Immunocytochemistry methods). Twenty-five individual spheres from each of the four wild-type mESC lines were scored for each protein (Oct4, Pax6, and Olig2) on each patterning day (days 1–9). Colonies were scored positive if more than 50% of the cells in the colony expressed the factor.

### OPC differentiation to oligodendrocytes

OPCs were seeded at 2–2.6 × 10^4^ cells/cm^2^ on Nunclon-Δ wells coated with poly(l-ornithine) followed by laminin in supplemented neural medium for 2 days. On day 3, media were aspirated and cells were washed with 1× phosphate-buffered saline (PBS) and cultured in neural medium supplemented with 200 ng/ml SHH, 100 ng/ml noggin, 100 ng/ml IGF-1, 10 µM cyclic AMP, and 10 ng/ml NT3, and 40 ng/ml T3 for 3 days.

### Immunocytochemistry

Cells were prepared for immunostaining by fixation in 4% PFA (Electron Microscopy Sciences) for 15 min and subsequent permeabilization for 10 min with 0.2% Triton X-100 in 1× PBS. Cells were then blocked for non-specific binding with filtered 10% normal donkey serum (Abcam) in 1× PBS for 1 h at room temperature. Primary antibodies were diluted in blocking solution and incubated with the samples overnight at 4 °C. Samples were rinsed with 1× PBS and incubated with the appropriate fluorescently labeled Alexa-Fluor secondary antibodies (Thermo Fisher, 1:500) for 1 h at room temperature. For nuclear staining, samples were incubated with 1 μg/ml 4′,6-diamidine-2′-phenylindole dihydrochloride (DAPI) (Sigma) for 5 min. Primary antibodies used were: Sox10 (R&D Systems, AF2864; 2 µg/ml), Olig2 (Millipore, AB9610 or ProteinTech, 13999-1-AP; 1:1000), Sox1 (R&D Systems, AF3369; 1 µg/ml), Pax6 (Covance, PRB-278P; 0.67 µg/ml), Oct4 (Santa Cruz, SC-5279; 0.4 µg/ml), Nkx2.2 (DSHB, 74.5A5; 4.4 μg/ml), MBP (Covance, SMI-99P; 2 µg/ml), O4 (kindly gifted from Robert Miller; 1:10), PLP1 (kindly gifted from Bruce Trapp; 1:200), Nanog (Abcam, AB21624; 1 µg/ml), and βIII-Tubulin (R&D Systems, MAB1195; 1 µg/ml).

### OPC-DRG co-culture

All cells were cultured at 37 °C and 5% CO_2_, unless otherwise noted. OPC-DRG co-cultures were prepared as described previously^7^. Briefly, DRG neurons were isolated and dissociated from E15 Sprague–Dawley rats and seeded at 7 × 10^4^ cells per 18-mm collagen-coated glass coverslips. DRGs were cultured in medium supplemented with 100 ng/ml of nerve growth factor (Serotec), 2 mM Uridine (Sigma), and 2 mM 5-fluoro-2′-deoxyuridine (Sigma) for 3 weeks. DRGs were washed extensively with 1× PBS before plating 9–10 × 10^4^ OPCs per coverslip. Co-cultures were cultured in neural medium for 10 days before fixation.

### Immunohistochemistry of OPC-DRG co-cultures

Cells were prepared for immunostaining by fixation in 100% ice-cold methanol for 20 min. Cultures were rinsed with 1× PBS and blocked for non-specific binding with filtered 5% normal donkey serum in 0.1% Triton X-100 at room temperature for 1 h. Primary NF antibodies were diluted in 2% normal donkey serum in 0.1% saponin and incubated overnight at 4 °C. Samples were rinsed with 1× PBS and incubated with appropriate fluorescently labeled Alexa-Fluor secondary antibody (Thermo Fisher; 1:500) for 1 h at room temperature. Cultures were rinsed with PBS and blocked with 2% normal donkey serum in 0.1% saponin for 1 h at room temperature. Primary PLP1 and MBP antibodies were diluted in 2% normal donkey serum in 0.1% saponin and incubated overnight at 4°C. Samples were rinsed with 1× PBS and incubated with appropriate fluorescently labeled Alexa-Fluor secondary antibodies (Thermo Fisher; 1:500) for 1 h at room temperature. For nuclear staining, samples were incubated with 1 μg/ml DAPI (Sigma) for 5 min. Primary antibodies used were: MBP (Abcam, ab7349; 1:100), PLP1 (kindly gifted from Bruce Trapp; 1:100), and NF cocktail (Covance, SMI-311 and SMI-312; 1:100).

### Transplantation of OPCs

OPCs were seeded at 2.9 × 10^4^ cells/cm^2^ on Nunclon-Δ wells coated with poly(l-ornithine) followed by laminin, allowed to attach overnight, and infected with 100 (vol) of pLV-eGFP lentivirus supplemented with protamine sulfate (8 µg/ml; Sigma). Cells were incubated in lentivirus for 4 h followed by the addition of neural medium. After an additional 20 h of incubation, the medium was replaced with neural medium supplemented with 20 ng/ml FGF2 and 20 ng/ml PDGF-AA. OPCs were passaged before transplantation. On postnatal day 2, NU/J (Jackson Laboratory) mice were cryoanesthetized and injected with 5 × 10^4^ eGFP+ OPCs in 0.5 μl Hank's balanced salt solution (Thermo Fisher) at a depth of 1.5 mm, 1 mm lateral of the sagittal suture and midway between bregma and lambda^27^. On postnatal day 42 (6 weeks), transplanted mice were anesthetized with isoflurane to effect and transcardially perfused with 4% PFA (Electron Microscopy Sciences) followed by incubation in 4% PFA for 16 h at 4 °C. Tissue was then washed in 1× PBS followed by incubation in 30% sucrose (Sigma) at 4 °C. Brains were embedded in optimum cutting temperature formulation (Tissue-Tek), sectioned at 20 μm on a Leica CM 1950 crytostat, and mounted on SuperFrost Plus slides (Fisher Scientific). For fluorescent staining, slides were incubated in permeabilization buffer (0.25% Triton X-100, 2% donkey serum, and 1× PBS) and NF cocktail (Covance, SMI-311R, SMI-312; 1:500) and GFP (Thermo Fisher, A11122; 1:500) primary antibodies overnight. Slides were washed with 1× PBS and incubated with appropriate fluorescently labeled Alexa-Fluor secondary antibodies (Thermo Fisher; 1:500) for 2 h at room temperature in 0.1% Triton X-100, 2% normal donkey serum, and 1× PBS. Samples were rinsed with 1× PBS and incubated with 1 μg/ml DAPI (Sigma) for 5 min.

### RNA-seq and analysis

Cells were lysed directly in 1 ml of TRIzol (Thermo Fisher) and stored at −80 °C. Once all samples were collected, samples were thawed on ice and RNA was separated with chloroform using Phase Lock Gel tubes (5′). RNA was isolated using the miRNeasy Mini Kit (Qiagen) according to the manufacturer’s protocol. One microgram of each sample was then subject to ribosome depletion, fragmented, and library prepared using the TruSeq Stranded Total RNA Kit with Ribo Zero Gold (Illumina) according to the manufacturer’s protocol and indexed using TruSeq adapters. One hundred base pair paired-end reads were generated for each sample on the Illumina HiSeq 2500 (Case Western Reserve University Sequencing Core, Cleveland, OH, USA). Kruskal–Wallis (non-parametric analysis of variance) was utilized to evaluate genes that change in expression following T3 induction in R. Genes that differ significantly between any two time points were identified (*P* < 0.05) and assigned a “TOM” based on the time point in which the average gene expression across replicates was the highest. In order to obtain a robust signature gene list, we utilized the results from the TOM analysis as well as two additional filters. First, genes with average expression fragments per kilobase of transcript per million (FPKM) <5 at the TOM were excluded. 

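Lowering the minimum of 5 FPKM at the TOM added genes at each stage. With a minimum of 1 FPKM, 2636 genes had a TOM, 1587 of them at 0 h and 507 at 72 h. Without a minimum there were 2866, of which 1690 had a TOM of 0 h and 587 a TOM of 72 h. Supplementary Data 1 gives expression values for its genes in the same 18 libraries, and 35910 of them were compared with the deposited FPKM. All 91 deposited values under 0.3 are listed at 0.3, and all 35819 others are listed higher by 0.3. On that scale, an alternative chosen after seeing the data, 2098 genes had a TOM and at least 5 FPKM. Of the 1995 genes in the copy of Supplementary Data 1 used here, 50 had a highest mean under 5 FPKM as deposited. The smallest highest mean was 4.71 FPKM as deposited and 5.01 on the scale of the supplement.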

The remaining genes were compared to in vivo sorted OPC and oligodendrocytes^23^. Genes with TOM 72 h post T3 induction were compared to gene expression of newly formed oligodendrocytes, only genes with in vivo expression FPKM >5 were included in the final oligodendrocyte-signature gene set (*n* = 345). Likewise, OPC TOM genes that are expressed FPKM >5 in in vivo OPCs were defined as OPC-signature genes (*n* = 1246).

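The comparison with in vivo sorted cells was not repeated, because it needs values from another study. Before that filter, 1216 of the 1257 genes with a TOM of 0 h were also in the supplement's OPC list. For a TOM of 72 h, 335 of the 371 genes were also among the supplement's 345. The lists at 24 and 48 h shared 103 and 291 genes with those of the supplement. On the supplement's scale, all 1995 of its genes were found again with the same TOM, and 103 further genes passed the test and the minimum.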

### Chromosome analysis

Chromosome analysis was performed on 20 G-banded metaphase spreads from each of the four wild-type mESC lines (Cell Line Genetics, Madison, WI, USA). Three of the four lines were karyotypically normal (40,XY). Cell line CBA/Ca demonstrated an abnormal karyotype (40,XY,add(1)(H6)[13]/41,sl, +8[6]). The stemline showed additional material of unknown origin on the distal long-arm of chromosome 1, whereas the sideline showed the abnormality identified in the stemline in addition to a gain of chromosome 8. Despite these abnormalities, no overt differences were observed in this mESC line or derivative OPCs compared to the other three karyotypically normal mESC lines.

### Sequencing *shiverer* deletion

Genomic DNA was isolated from *shiverer* tail tips and Sanger sequenced with the following forward and reverse primers, CAGGGGATGGGGAGTCAGAAGTGAG and ATGTATGTGTGTGTGTGCTTATCTAGTGTA. Sequence transcript was compared to the mouse reference genome in order to identify the *shiverer* deletion sequence.

## Electronic supplementary material

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

## Data Availability

The data that support the findings of this study are available from the corresponding author upon request. RNA-seq datasets were deposited to Gene Expression Omnibus database GSE9744.

# Supplementary material for: Rapid functional genetics of the oligodendrocyte lineage using pluripotent stem cells
**Source:** Nat Commun. 2018 Sep 13;9:3708. doi: 10.1038/s41467-018-06102-7
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Gene expression profiles of in vitro derived OPCs and oligodendrocytes compared to in vivo oligodendrocyte lineage cells (Excel document).

How the deposited data were processed for this re-analysis (not part of the article)

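The series holds RNA-seq of 18 libraries from OPCs and oligodendrocytes derived from mESCs and, for *shiverer*, iPSCs. Total RNA was depleted of ribosomal RNA and sequenced as stranded paired-end libraries. The WT libraries come from the 4 lines 129, C57BL/6, PO and CBA/Ca at 0, 24, 48 and 72 h after T3 at 40 ng/ml (0 ng/ml at 0 h), with 1 library per line and time point. The *shiverer* (iPSC-derived) and *MYRF* KO libraries were taken at 72 h, with 1 library each. Library identities follow the sample labels and the methods of the paper.

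The authors deposited 1 table of FPKM values with 23699 gene entries, without log transformation. The text of the paper names neither the aligner, nor the FPKM software, nor the annotation. Gene positions are those of the deposited table, which names no genome build. FPKM already corrects for library size and transcript length, so no count model was used. The values do not contain read numbers, so absolute depth is not known and no counting interval or detection limit is given. Relative depth came from the spacing of FPKM values under 0.3, where fragment numbers are small. All 153 pairs of libraries were compared over 693 to 1248 genes per pair, with a median residual of 0.0022 on the log2 scale, and the median relative depth was 1.33. Some abundant genes are listed at 0 in part of the libraries (10 of the 1669 genes with a median of at least 20 FPKM, each at 0 in 2 to 8 of the 18), so a 0 was read as listed at 0 and not as absence.

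TOM genes followed the methods of the paper. The Kruskal–Wallis test with its chi-square approximation was run over the 4 time points, P under 0.05 was taken without adjustment, the TOM was the time point with the highest mean, and a mean of at least 5 FPKM at the TOM was required. The filter on in vivo sorted cells was not repeated. limma 3.58.1 in R 4.3.3 was fitted to log2(FPKM + 1) of the 16 WT libraries with a trend in the prior variance, and its P values were Benjamini–Hochberg adjusted. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Signature lists were read from Supplementary Data 1, whose copy used here holds 1245 genes at the OPC stage and 345 at 72 h. Signature changes are medians over genes against the mean of the WT libraries at 0 h. The 10000 random lists were matched on mean expression in 20 bins, with seed 1. Low genes are those below all 4 WT lines at 72 h and at least 1 below their mean on the log2 scale. Positions along the time course are Spearman correlations across the TOM genes. Chromosome medians compare each line with the mean of the other 3 over all 4 time points, in windows of 20 neighbouring genes where windows are named, with a threshold of 0.3 on the log2 scale and 1000 random gene orders as the reference.

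The libraries of a line share its genotype and culture. After removal of time point means, the correlation between libraries of the same line, across 10860 genes, ran from 0.21 to 0.66 in 129, from 0.10 to 0.56 in C57BL/6, from 0.25 to 0.68 in PO and from 0.24 to 0.65 in CBA/Ca. Between lines it reached at most 0.17. The numbers therefore pair the libraries by line, and a fit with line as block is given beside the unblocked one where a count moved by more than 1.5 times.

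The tests, the list of alternatives and the rule for named genes were set before the data were examined. Named genes are those the paper names in its results, the genes labelled in Fig. 3d and e, the 5 largest rises and 5 largest falls between 0 and 72 h with an adjusted P under 0.05, the same direction in all 4 lines and a mean of at least 5 FPKM at the higher time point, the genes of 6 marker lists, and *Xist*, *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*. *Myrf* is listed as *Gm98*. A gene that this rule covers is not reported here. The marker lists are ERK targets (12 genes, listed after Supplementary Data 1 had been read), cell cycle (12), neuron (10), astrocyte (9), pluripotency (7) and fibroblast (7).

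The TOM step, limma, the count of low genes, the placement along the time course and the window step were tested on simulated data. The TOM step recovered 100% of 200 changed genes among 6626, all at the right time point, and called 3.22% of unchanged genes. limma recovered 97.5% of 200 changed genes among 11293 and called 4 unchanged genes, 2.01% of its calls. The count of low genes found 100 of 100 lowered genes and 0 others. The placement along the time course put 16 of 16 simulated libraries at their own time point. The window step found 20 of 20 shifted windows and called 3 others of 300. The simulated changes in the TOM, limma and low gene steps were large, 2 on the log2 scale. The simulated noise was independent between libraries, while real libraries of a line are correlated. These recoveries therefore do not measure performance on smaller changes or on paired libraries. Real WT lines held out against the others had 1 to 7 low genes.

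The alternatives were other pseudocounts (0.1), other FPKM minimums, a permutation null for the rank test, Benjamini–Hochberg adjustment, blocking by line, TOM by median, rescaling to an equal upper quartile (75%) of expressed genes, other references and leaving out each line in turn. The scale of Supplementary Data 1 was added as an alternative after the data had been seen. WT iPSC-derived cells and the cellular assays were not analysed here. Guide positions use the transcript sequences and annotation of GENCODE vM21 (GRCm38).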

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

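All tests weighed in this part were chosen after the values had been seen. In each group of 4 WT lines, the highest or lowest library was compared with the others by Dixon's ratio of gap to range. Of 55 groups tested, 10 were past its limit. The 2.75 expected by chance (1 in 20) would hold only for independent groups of normally distributed values. FPKM values were tested without log transformation, and several groups share a gene or a line. The 10 are therefore a list to look at, and their number is not weighed against chance.

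The CBA/Ca line stood apart in myelin genes. *Mbp* had 86.1 FPKM in CBA/Ca at 24 h, where the other lines had 1.09 to 2.74, and 817.6 FPKM at 48 h, where they had 17.6 to 107. *Mag* had 2.75 FPKM at 24 h (others 0 to 0.0817), 43.8 at 48 h (others 0.221 to 1.44) and 68.2 at 72 h (others 4.47 to 14.4). Library scaling is argued against as the whole cause, because the upper quartile of the CBA/Ca libraries was at most 1.0655 times the mean of the other lines at 24 and 48 h, while *Mbp* and *Mag* were between 7.61 and 33.6 times the next highest line. Faster differentiation of the CBA/Ca cultures may contribute and stays open. At 24 h CBA/Ca ranked only 2 of 4 along the time course, and at 48 h its position (1.2889) was the highest but close to that of PO (1.23), with 1 library per line and time point. A difference between strains is part of the design and stays open, untested.

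The PO library at 24 h was placed at -0.4655 along the WT time course, measured as its correlation with 72 h minus that with 0 h, where the other lines had -0.98 to -0.91. This library has the lowest relative depth of the 18. Lower depth could add noise to genes with low values, but over the 544 TOM genes with a mean of at least 20 FPKM its value was -0.5095, against -1.10 to -0.93 in the others. These values argue against noise at low values as the whole cause. The CBA/Ca library at 24 h had a relative depth of 1.11, close to the 1 of PO, and was placed at -0.91. As this is 1 library, other effects of depth stay open, and a line difference was not tested.

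The 4 remaining values rest on genes that the other lines list at or near 0. *Mog* had 0.0874 FPKM in CBA/Ca at 0 h and *Enpp6* 0.928 FPKM in C57BL/6 at 0 h, and the other 3 lines list both at 0. *Snora69* had 39.4 FPKM in PO at 72 h and is listed at 0 in the other lines. *Snora24* had 18.4 FPKM in 129 at 72 h, where the others had 1.59e-06 to 0.00295. With values at the floor in 3 of 4 lines the ratio passes whenever 1 line is above it, and no explanation was tested for these values.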

How the results depend on the processing

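Across 25 results, 216 values were computed under alternative settings. Of these, 160 kept their direction and stayed within the spread between lines or within 1.5 times the reported count, 52 moved further without a change of sign and 4 changed sign. The scale of Supplementary Data 1 was chosen after seeing the data. It moved none of the 9 results computed on it past these limits. Unless stated, the cause of a change was not tested.

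Benjamini–Hochberg adjustment left 0 TOM genes in all, 0 with a TOM of 0 h and 0 with a TOM of 72 h, against 2040, 1257 and 371 at an unadjusted P under 0.05. The smallest P of the chi-square approximation in this design limits what the adjustment can pass. The smallest adjusted P was 0.151, so the lists at an unadjusted P can hold genes that do not change. With no minimum FPKM, 587 genes had a TOM of 72 h, as fewer genes were excluded. A permutation null of the ranks gave 2340 TOM genes and Friedman's test with line as block 2404, of which 1614 were in the list of 2040 with the same TOM. The pairing of libraries by line raised the limma counts to 2643 genes changed over time and 1022 higher at 72 h. Blocking by line was run for the TOM and limma counts, and it moved no other of these counts by more than 1.5 times. A fit to the 0 and 72 h libraries alone, with fewer libraries, left 731 genes lower at 72 h.

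Equal upper quartiles had the widest effect. The number of genes with a TOM of 0 h became 610 and with a TOM of 72 h 622, and 744 genes were lower at 72 h. The oligodendrocyte-signature median became 1.04 in WT and 0.80 in *shiverer*, and in *MYRF* KO it reversed from -0.27 to 0.10. The OPC-signature median became -0.34 in WT, -0.34 in *shiverer* and -0.10 in *MYRF* KO, so these remained negative. This scaling also reversed the chromosome 8 median in CBA/Ca from 0.024 to -0.024, and the 0 h libraries alone gave -0.093.

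With a pseudocount of 0.1, the oligodendrocyte-signature median was 1.01 in WT and 0.70 in *shiverer*, the OPC-signature median was -0.58 in *shiverer*, and 20 genes were low in *shiverer* in place of 12. The log2 differences of *Mag*, *Mog* and *Myrf* in *MYRF* KO became -6.92, -6.47 and -5.25, which follows from values near 0 under a smaller pseudocount. These were the 3 of 52 values of named genes that moved this far with the same sign. A limit of 0.5 in place of 1 gave 74 low genes in *shiverer* and 312 in *MYRF* KO. With the oligodendrocyte list derived again without the in vivo filter, 20 genes were low in *shiverer*. Against C57BL/6 at 0 h alone, the *MYRF* KO medians were -0.38 for the oligodendrocyte-signature and -0.45 for the OPC-signature. Over all genes with at least 5 FPKM, the position along the time course was 0.87 for *shiverer* and -0.67 for *MYRF* KO.

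Leaving out each line in turn left 3 lines per time point, and the fewer libraries lowered most counts. TOM genes ranged from 944 (without C57BL/6) to 1239 (without CBA/Ca), those of 0 h from 482 (without PO) to 852 (without CBA/Ca), and those of 72 h from 178 (without 129) to 354 (without PO). Genes changed over time ranged from 377 (without 129) to 692 (without CBA/Ca), genes higher at 72 h from 309 (without 129) to 560 and genes lower at 72 h from 731 (without PO) to 1908. The oligodendrocyte-signature median ranged from 0.87 to 0.90 in WT, from 0.61 to 0.69 in *shiverer* and from -0.28 to -0.22 in *MYRF* KO. The OPC-signature median ranged from -0.52 to -0.42 in WT, from -0.57 to -0.49 in *shiverer* and from -0.55 to -0.46 in *MYRF* KO. Low genes ranged from 10 to 18 in *shiverer* and from 199 to 204 in *MYRF* KO, and positions along the time course from 1.02 to 1.06 and from -0.62 to -0.46. The chromosome 8 median ranged from 0.014 to 0.039 over the 3 other lines. *Mag* in *shiverer* ranged from -0.89 to 0.33, and its sign changed only without CBA/Ca.

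Other assignments of the time points to the 16 WT libraries, made within each line, were tested after the results were seen. The real assignment was the 1 of 100 with the most TOM genes, and the largest of the others gave 1508 (median 139). It was also 1 of 100 for genes changed over time, genes higher and genes lower at 72 h, where the largest others gave 1002, 492 and 512. Because read numbers are not in the FPKM values, the depth behind values near 0 is not known. This limits statements on *Mag*, *Mog* and *Myrf* in *MYRF* KO to what the table lists.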

Differences from the paper's values

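The numbers of TOM genes were within 1.5 times the sizes of the paper's signature lists. Here 1257 genes had a TOM of 0 h against the paper's 1246 OPC-signature genes, and 371 had a TOM of 72 h against the paper's 345 oligodendrocyte-signature genes, with the in vivo filter not repeated here. The mutant values of *Mbp*, *Mag* and *Mog* in Supplementary Data 1 equal the deposited ones on the scale of that table.

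The paper states that *MAG* was downregulated in *shiverer* relative to the control lines. Here *Mag* in *shiverer* (8.78 FPKM) was above C57BL/6 and PO and below 129 and CBA/Ca, and its log2 difference of -0.46 from the WT mean was smaller than the SD of 1.72 between lines. The mean difference was also below 0 with a pseudocount of 0.1 (-0.45), after equal upper quartiles (-0.40) and without 129 (-0.40), C57BL/6 (-0.88) or PO (-0.89), and it was 0.33 without CBA/Ca.

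The paper lists *MBP* among the genes absent from *MYRF* KO cells. Here *Mbp* had 3.44 FPKM in that library, above the WT mean at 0 h of 2.15 FPKM. It lay inside the range of the WT lines at 0 h, from 0.322 in 129 to 5.48 FPKM in CBA/Ca.

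The paper states that *MYRF* KO cells did not raise the oligodendrocyte-signature genes at all. Here the median of these genes was -0.27, and 114 of 345 were above their level in WT OPCs. After equal upper quartiles the median was 0.10.

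The paper shows the 30 genes of Fig. 3d as the most dysregulated in *shiverer*. Here 25 of them were below all 4 WT lines at 72 h, in the same libraries on which they were picked.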

Other observations

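The tests in this part were chosen after the patterns had been seen, except that of chromosome 8 in CBA/Ca, which was set beforehand. The paper's karyotypes were made on mESCs, and the values here come from OPCs and oligodendrocytes derived from them. Differences between lines are log2(FPKM + 1) minus the mean of the other 3 lines.

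The paper reports a gain of chromosome 8 in part of the CBA/Ca cells. In the deposited values, the median over chromosome 8 genes in CBA/Ca was 0.024, rank 8 of 19 autosomes, where the paper's share of cells would give 0.21. A gain at that share is argued against in these cultures.

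In CBA/Ca, neighbouring genes differed together on chromosomes 1 and 11. Of 314 windows of 20 genes, 13 were past 0.3 in CBA/Ca, 2 on chromosome 1 and 11 on chromosome 11, and random gene orders gave at most 1. Differences of single genes that happen to be neighbours are therefore argued against. At the end of chromosome 1, 21 genes between 178.7 and 183.1 Mb were all higher (median 0.95, 0.76 to 1.07 over the time points). The 23 genes between 183.7 and 195.1 Mb were all lower (median -0.65, -0.78 to -0.55). On chromosome 11, 11 of 28 windows were past 0.3, with 0.52 as the highest, and 14 were within 0.1. Strain variants against the reference would lower values, and 12 of the windows were higher. Altered copy number of these parts could give such values and stays open. All 10 of 10 windows chosen at 0 and 48 h were at least 0.15 in the same direction at 24 and 72 h, which any stable difference of the line would give as well, so copy number and another stable line difference cannot be told apart. The paper reports added material at the end of chromosome 1 in this line, of unknown origin, and no abnormality of chromosome 11. Gene values do not show which chromosome that material came from. The windows of C57BL/6 (-0.32) and PO (0.30) on chromosome 1 mirror CBA/Ca, which is among the lines they are compared with.

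Genes on chromosome 12 were higher in C57BL/6. The median over 236 genes was 0.20 (0.17 to 0.26 over the time points), 92.4% of them were higher, and random sets of genes reached at most 0.027. The other autosomes of this line had medians from -0.07 to 0.0097. All 11 windows of the chromosome were above 0. An extra copy in part of the cells may explain this, and 30.5% of the cells would be needed. The *MYRF* KO library, made in C57BL/6 cells, had 0.0061. The paper reports a normal karyotype for this line.

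At the end of chromosome 14 in 129, between 105.5 and 124 Mb, 1 window had a median of 0.39 (0.32 to 0.48 over the time points). Random gene orders reached at most 0.225, which argues against single genes that happen to be neighbours. An extra copy of this end could give such a value, but with 1 window it cannot be told apart from shared regulation of these genes or a strain difference.

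Y-linked genes were near 0 in 129 and C57BL/6. *Eif2s3y* had 0.226 to 0.566 FPKM in 129 and 0.590 to 2.03 in C57BL/6, against 19.9 to 24.3 in PO, 21.6 to 23.7 in CBA/Ca, 23.8 in *shiverer* and 19.0 in *MYRF* KO. Female cells with an inactive X chromosome are argued against, because *Xist* reached at most 0.0299 FPKM in any library. Library scaling is argued against too, because only 0.2357% of 5091 genes of similar level were as low in 129, and 0.157% in C57BL/6. Loss of the Y chromosome in most cells of these cultures could give such values and stays open. All 32 of 32 pairs of the 4 Y-linked genes and the 8 libraries of these lines were below every other library, but these are the values that raised the question, and they do not separate loss of the chromosome from silencing or loss of part of it. The paper reports XY karyotypes for both lines. The Y-linked genes are present in *MYRF* KO, which was made from C57BL/6 cells. Of 5 autosomal genes that set C57BL/6 apart from the other lines, *MYRF* KO shared 3, against 4 of 8 for PO, 1 of 5 for 129 and 1 of 1 for CBA/Ca. These numbers are too few, and a mislabelled sample cannot be told apart from a parent culture that had kept its Y chromosome.

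*Sox10* was near 0 in PO. Its FPKM ranged from 0.119 to 0.487 in PO, from 4.45 to 15.6 in 129, from 3.31 to 9.37 in C57BL/6 and from 7.10 to 48.7 in CBA/Ca, and was 7.37 in *shiverer* and 28.2 in *MYRF* KO. The paper reports SOX10 staining in all 4 lines. PO had at least 66.0 FPKM of *Olig2* in each library, although it was the lowest of the 4 lines at each time point. At 72 h it had 353.6 FPKM of *Mbp*, inside the WT range of 206.7 to 875 FPKM. These levels argue against few cells of the lineage in PO at 72 h. Its oligodendrocyte-signature median of 0.9206 at 72 h adds nothing, because that list was selected on libraries that include PO. A failed FPKM estimate at this locus could give such values. The highest *Sox10* value in PO, 0.4867, leaves this open, as gene values alone do not show how reads were assigned.

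ERK target genes differed between lines at 0 h. Their median log2(FPKM + 1) was 4.23 in PO, 4.11 in 129, 2.65 in C57BL/6 and 2.52 in CBA/Ca, a range of 1.71. Library scaling is argued against, because only 0.05% of 10000 random lists had as large a range (random median 0.41). A larger share of cycling cells could contribute. The cell cycle medians were 5.18 in PO, 4.85 in 129, 3.19 in CBA/Ca and 2.57 in C57BL/6, so the top 2 lines were the same, and with 4 lines this stays open. Of the 12 ERK targets, 6 are in the OPC list of the supplement.

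*Gfap*, an astrocyte marker, had 101.6 FPKM in *shiverer*, against 1.93, 16.7, 2.34 and 32.6 FPKM in 129, C57BL/6, PO and CBA/Ca at 72 h. A larger share of astrocytes in the shiverer library may contribute, but of 9 astrocyte genes 3 were above and 3 below all 4 WT lines. *Aldoc*, the most abundant of them, had 162 FPKM against 175 to 405. The WT cultures express the list as well, and the question stays open with 1 library. The 2 ways of summarizing the list differ in direction for *shiverer*. The list's median log2(FPKM + 1) was 6.55, against 5.52 to 5.90 in the 4 WT lines at 72 h, while the median of the differences per gene was -0.19. In *MYRF* KO the median difference was -2.74, where 8 of 9 genes were below all 4 lines. Of these genes, 1 is also in the oligodendrocyte list.

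The other lists are given as values, relative to WT at 72 h. The cell cycle median was 1.35 in *MYRF* KO, where 12 of 12 genes were above all 4 lines, and -0.57 in *shiverer*, where 8 were below all 4. The ERK target median was 0.69 in *MYRF* KO, with 10 of 12 above all 4 lines, and -0.24 in *shiverer*. The neuron median was 0.31 in *MYRF* KO and -0.20 in *shiverer*. Of the pluripotency genes, the highest WT value was 0.593 FPKM, and the median was -0.06 in both mutants. The fibroblast median was -0.03 in both mutants, with 94.1 FPKM as the highest WT value, that of *Acta2* in C57BL/6 at 24 h. Of its 7 genes, 2 were above and 1 below all 4 lines in *shiverer*, and 0 were above and 2 below in *MYRF* KO. *Acta2* had 90.1 FPKM in *shiverer* and was listed at 0 in *MYRF* KO, against 0.598 to 36.7 FPKM in WT at 72 h. A single library lies below, or above, all 4 lines by chance in 20% of genes.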
